# Expression analysis of genes including *Zfhx4* in mice and zebrafish reveals a temporospatial conserved molecular basis underlying craniofacial development

**DOI:** 10.1002/dvdy.740

**Published:** 2024-09-25

**Authors:** Shujie Liu, Lin Xu, Makoto Kashima, Rika Narumi, Yoshifumi Takahata, Eriko Nakamura, Hirotoshi Shibuya, Masaru Tamura, Yuki Shida, Toshihiro Inubushi, Yuko Nukada, Masaaki Miyazawa, Kenji Hata, Riko Nishimura, Takashi Yamashiro, Junichi Tasaki, Hiroshi Kurosaka

**Keywords:** cranial neural crest cells, disease models, loss‐of‐function analysis, palatogenesis, stage‐matched gene expression analysis, temporal expression patterns

## Abstract

**Background:**

Embryonic craniofacial development involves several cellular and molecular events that are evolutionarily conserved among vertebrates. Vertebrate models such as mice and zebrafish have been used to investigate the molecular and cellular etiologies underlying human craniofacial disorders, including orofacial clefts. However, the molecular mechanisms underlying embryonic development in these two species are unknown. Therefore, elucidating the shared mechanisms of craniofacial development between disease models is crucial to understanding the underlying mechanisms of phenotypes in individual species.

**Results:**

We selected mice and zebrafish as model organisms to compare various events during embryonic craniofacial development. We identified genes (*Sox9*, *Zfhx3* and *4*, *Cjun*, and *Six1*) exhibiting similar temporal expression patterns between these species through comprehensive and stage‐matched gene expression analyses. Expression analysis revealed similar gene expression in hypothetically corresponding tissues, such as the mice palate and zebrafish ethmoid plate. Furthermore, loss‐of‐function analysis of *Zfhx4/zfhx4*, a causative gene of human craniofacial anomalies including orofacial cleft, in both species resulted in deformed skeletal elements such as the palatine and ethmoid plate in mice and zebrafish, respectively.

**Conclusions:**

These results demonstrate that these disease models share common molecular mechanisms, highlighting their usefulness in modeling craniofacial defects in humans.

## Key Findings

- We identified genes (Sox9, Zfhx3 and 4, Cjun, and Six1) that exhibit similar temporospatial expression profiles during mice and zebrafish craniofacial development.
- The functional assay revealed craniofacial phenotypes, such as orofacial cleft, shared between mice and zebrafish by eliminating Zfhx4.
- zfhx4 in zebrafish plays critical roles in the development of cranial neural crest cells.

## 1 INTRODUCTION

Congenital anomalies exhibit different phenotypic features in various organs. Therefore, appropriate models are required to understand the cellular and molecular mechanisms underlying these diseases. Tissue‐specific cell lines that can recapitulate disease phenotypes have been used.^1^ The development of various organoids has enabled the investigation of the mechanisms underlying development and diseases at the specific level.^2^ However, we still require whole‐body disease models to investigate the etiology of systemic diseases that harbor congenital phenotypes in multiple organs.

Mice and zebrafish are the most frequently used disease models in modeling human diseases, such as congenital craniofacial defects, including orofacial clefts.^3^, ^4^ Understanding the mechanisms of embryonic facial process development is imperative to assess the phenotype of these two orofacial cleft models. At the onset of craniofacial development, cranial neural crest cells (CNCCs), a subpopulation of neural crest cells, are formed during neurulation. CNCCs migrate via the frontonasal and maxillary pathways, forming frontonasal and maxillary processes. The primary and secondary palates in humans are derived from the frontonasal and maxillary processes, respectively. Secondary palatal shelves develop and undergo vertical growth, elevation, horizontal growth, and fusion to complete the process. However, defects in these processes can result in orofacial clefts. Mouse palatogenesis mostly recapitulates these processes and is, thus, the most frequently used disease model for orofacial clefts.^5^ However, mice with human orofacial cleft gene knockout may not invariably replicate this phenotype.^6^ Furthermore, zebrafish have been used to explore orofacial cleft etiology (Liu et al., 2020).^7^, ^8^, ^9^, ^10^, ^11^, ^12^ In zebrafish, the anterior neurocranium (ethmoid plate) is functionally equivalent to the mammalian palate. This zebrafish “palate” originates from CNCCs. CNCCs separately migrate along the frontonasal and maxillary pathways once the cranial neural crest is formed. The anteriormost CNCCs migrate via the frontonasal pathway, whereas other CNCCs migrate via the maxillary pathway into the first pharyngeal arch (PA1). This CNCC stream generates the frontonasal and maxillary process, eventually forming the zebrafish “palate.”^8^, ^11^, ^13^, ^14^, ^15^, ^16^

Zebrafish palatogenesis starts with the convergence of the median element derived from the frontonasal process and two cartilage rods derived from the maxillary process in the middle of the face. While zebrafish palatogenesis is morphologically distinct from mammals, several common molecular networks and CNCC behaviors exist between zebrafish and mammals.^5^, ^17^ Despite each model system exhibiting species‐specific characteristics, conserved cellular and molecular mechanisms in both models enable studying the detailed etiology of craniofacial anomalies, including orofacial clefts, in humans. Although both species are used to model congenital anomalies, some aspects of the molecular mechanisms underlying the dynamics of embryonic development in these two species remain unelucidated.

*Sox9* is an essential gene for early craniofacial development and skeletogenesis in mice and zebrafish. *Sox9* loss‐of‐function results in severe craniofacial defects, including facial clefts in both species.^18^, ^19^ In this study, we conducted a comparative transcriptomic analysis of the mouse and zebrafish embryos at the corresponding developmental stages from neural crest cell migration to palatogenesis. We selected *Sox9* to match the skeletogenesis stages in these species to establish a molecular reference for comparison. Notably, our RNA‐Seq analysis of the consecutive embryonic stages in both developing models showed that *Sox9* and *sox9b*, but not *sox9a*, contained similar trajectories of dose expression patterns between these species. We hypothesized that these genes could show similar expression dynamics to *Sox9* orthologs during the developmental stage to identify critical genes in craniofacial skeletogenesis.^20^ Therefore, we selected 86 genes exhibiting expression dynamics similar to those of *Sox9* in mice and zebrafish. Consequently, we isolated several genes in both species, including *Zfhx3*, *Zfhx4*, *Cjun*, and *Six1*, whose expression was detected in developing craniofacial structures, especially in the upper jaw area. We further investigated the *Zfhx4/zfhx4* function during craniofacial development using mouse and zebrafish models, focusing on CNCC behavior and palatogenesis. Although *ZFHX4* is a novel pathogenic gene associated with orofacial clefts in humans, its role in craniofacial development is largely unknown. Deformed palatine and sphenoid bones in mice and zebrafish, respectively, were observed. Furthermore, we imaged CNCC behavior (migration and PA1 formation) and observed impaired CNCC behavior.

## 2 RESULTS

### 2.1 Genes with similar expression trajectories between mice and zebrafish

We performed time‐course RNA‐Seq analysis to identify genes showing similar temporal and spatial expression dynamics during palatogenesis in mice and zebrafish. 

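RNA from whole zebrafish embryos was sequenced by Lasy-Seq, a method that reads the 3′ end of transcripts and marks each RNA sample with an index at reverse transcription, so that the samples are pooled before the library is made. The authors aligned the reads to the Ensembl GRCz11 transcripts and deposited estimated counts for each gene symbol, without normalization. The 5 stages of the time course hold 72 libraries, with 16 libraries each at 20 ss, 24, 48, and 72 hpf and 8 libraries at 32 hpf. Each library was treated as 1 replicate. The libraries fall into 2 sets by their names and recorded year. Set 1 holds 32 of the 72 libraries and set 2 holds 40, with 8 libraries per stage in each set, except that 32 hpf is in set 2 only. The number of embryos in a library is given differently by its sources. The paper states pools of 30 individuals, the sample labels name a single embryo, and a deposited sample table lists 10 for 20 ss and 50 for 24, 48, and 72 hpf in set 1 and nothing in set 2. Between 1609176 and 21646478 reads per library were assigned to genes. The median was 2732109.5 reads at 20 ss, 6169778.5 at 24 hpf, 8281284 at 32 hpf, 3931182 at 48 hpf, and 5664285 at 72 hpf. A median of 17863.5 genes per library had a count in set 1 and 15669.5 in set 2. The reads carry no molecular identifiers, so reads of one gene are not independent molecules. The estimates were rounded to whole counts and normalized for library size and composition by the TMM method of edgeR, as CPM. The model held the stage and the library set, and it covered the 20745 genes with at least 1 count in at least 8 libraries.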

We obtained the whole body of mouse embryos spanning E8.5–E13.5 and zebrafish embryos from the 20‐somite stage (ss) at 72 h postfertilization (hpf) because of the wide cell distribution implicated in palatogenesis and the challenge of dissecting equivalent regions in early embryogenesis. We then compared the molecular profiles of the developmental stages in these two species, which exhibit analogous craniofacial developmental processes.^5^, ^21^ Consistent with the histological similarities, our RNA‐Seq results showed similar expression dynamics between *Sox9* in mice and *sox9b*, but not *sox9a*, in zebrafish (Figure 1A,B). These expression levels were relatively low at the initiation stage of developing CNCCs at E8.5 in mice and 20 ss in zebrafish. 

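*sox9b* was counted 25107 times over the 72 libraries and had a count in all of them. It differed across the 5 stages (adjusted p = 7.96e-16, edgeR quasi-likelihood F-test with Benjamini-Hochberg adjustment). Library set 2 alone, the alternative that moved this result most toward the threshold, gave an adjusted p of 0.00178. *sox9a* was counted 287 times, with a median of 1 count per library and a maximum of 41. It had 0 counts in 35 libraries, 6 of set 1 and 29 of set 2. Its mean level was 0.949 ± 1.39 CPM at 20 ss (SD, n = 16), 0.927 ± 2.26 at 24 hpf (n = 16), 0.473 ± 1.04 at 32 hpf (n = 8), 0.842 ± 1.01 at 48 hpf (n = 16), and 0.738 ± 1.10 at 72 hpf (n = 16). Single libraries of set 2 carry some of these means, which were 0.378 ± 0.559 CPM at 24 hpf without replicate B2 (n = 15) and 0.112 ± 0.193 CPM at 32 hpf without replicate B5 (n = 7). No difference across stages was detected for *sox9a* at this depth (adjusted p = 0.960, same test). Its log2 fold change from 20 ss to 48 hpf was -0.12, with a standard error of 0.93 (adjusted p = 0.932). A rise as large as that of *sox9b* is within 2 standard errors of this value.

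The difference between the trajectories of the 2 genes was tested through the share of *sox9b* among the counts of both. This share was 98.4% at 20 ss, 98.5% at 24 hpf, 99.3% at 32 hpf, 99.1% at 48 hpf, and 98.8% at 72 hpf. It did not differ across stages beyond chance (one-sided permutation test within library sets, p = 0.832). Within set 1 the share rose from 96.6% at 20 ss to 99.3% at 72 hpf (p = 0.0059, same test), and within set 2 no difference was detected (p = 0.662). When the *sox9b* counts were thinned at random to the total of *sox9a*, the stages still differed at a permutation p under 0.05 in 67 of 100 thinnings. With each set thinned alone to its own *sox9a* total, the stages differed in 60 of 100 thinnings in set 1 and 22 in set 2. Thinning adds counting error only, and the *sox9a* counts scatter more than that. *sox9a* was at 0 in 72.5% of the libraries of set 2, where counting error alone would leave 7.35%. The thinned counts were also tested on log2(CPM + 1) and not by edgeR. These shares may therefore overstate how well a trajectory of *sox9a* could be seen. From the profiles in Figure 1A,B, the paper states that *sox9b*, but not *sox9a*, shares its expression dynamics with mouse *Sox9*.

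**Figure D1:**
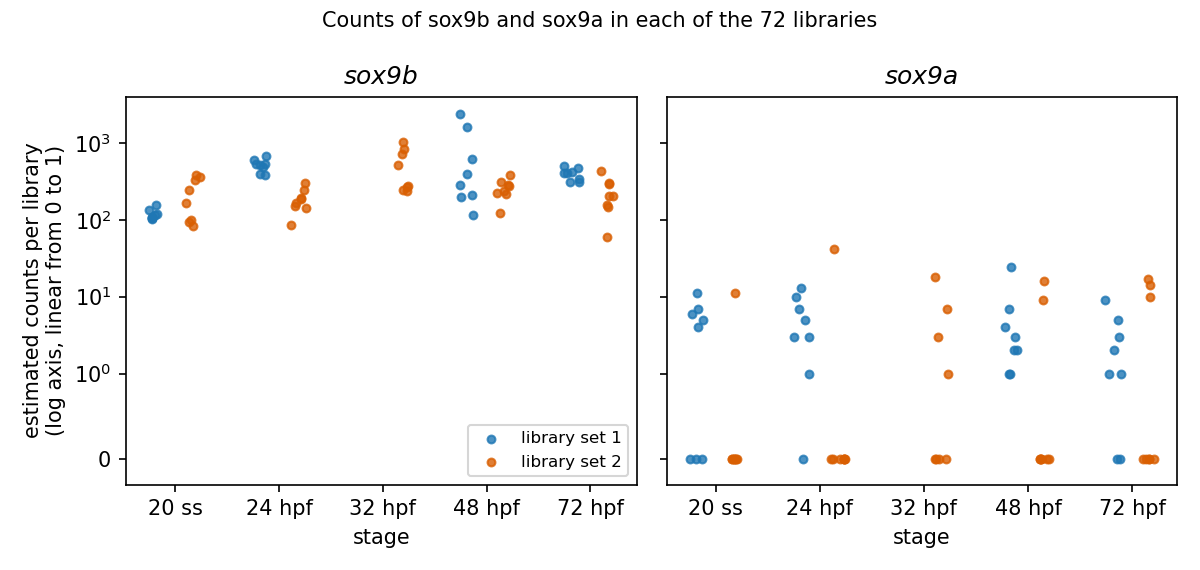
Counts of *sox9b* and *sox9a* in each library, by stage and library set, on an axis that is linear near 0 and logarithmic above. Every library has counts of *sox9b*, while 35 of the 72 libraries sit at 0 for *sox9a* and the highest has 41 counts.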

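At 20 ss, *sox9b* was at 40.1 ± 5.78 CPM (SD, n = 16), with counts from 83 to 382 per library. This was 41.3 ± 3.26 CPM in library set 1 and 38.9 ± 7.59 CPM in set 2 (n = 8 each), the lowest stage mean in either set among the 5 stages. At 24 hpf it was at 56.2 ± 11.4 CPM (n = 16), a log2 fold change of 0.45 over 20 ss (standard error 0.096, adjusted p = 0.000131). Set 1 alone gave a log2 fold change of 0.70 (adjusted p = 9.71e-10) and set 2 alone 0.18 (adjusted p = 0.544), and the difference between the sets was not tested for this step. The stages before 20 ss were sequenced in set 1 only and lie outside this time course. Normalized over all libraries of set 1, *sox9b* was at 84.3 ± 15.3 CPM at 6 ss (n = 16), above its 43.2 ± 3.51 CPM at 20 ss (n = 8). The 6 ss libraries mix 8 with an S in their name, at 96.8 ± 7.76 CPM, and 8 without, at 71.8 ± 9.15 CPM. The labels do not give the meaning of the S, and the 20 ss libraries are all without it. With the S libraries left out, the log2 fold change of 6 ss over 20 ss was 0.74.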

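At 32 hpf, *sox9b* was at 52.9 ± 9.59 CPM (SD, n = 8), and the step from 24 hpf was not past the threshold, with a log2 fold change of 0.18 (standard error 0.12, adjusted p = 0.424). Without the library set in the model, this step had the opposite sign (log2 fold change -0.09, adjusted p = 0.802). *sox9b* reached its highest stage mean at 48 hpf, 87.6 ± 26.2 CPM (n = 16), with 109 ± 15.9 CPM in library set 1 and 66.2 ± 13.1 CPM in set 2 (n = 8 each). The log2 fold change from 32 to 48 hpf was 0.45 (standard error 0.12, adjusted p = 0.00491). Within set 2, which alone holds 32 hpf, it was 0.30 (adjusted p = 0.305). From 20 ss to 48 hpf the log2 fold change was 1.07 (standard error 0.097, adjusted p = 5.64e-17). In each set, every library of 48 hpf was above every library of 20 ss (exact permutation test, two-sided, p = 0.0001554, the smallest p that 8 libraries against 8 allow). The rise was larger in set 1 (log2 fold change 1.41) than in set 2 (0.76), and the difference of 0.64 had an adjusted p of 0.0271. Between the same stages, 6307 of the 20745 genes changed by at least 1 on the log2 scale at an adjusted p under 0.05, 4253 upward and 2054 downward, and the log2 fold change of *sox9b* was at percentile 75.6 of all genes. At 72 hpf *sox9b* was at 55.0 ± 13.6 CPM (n = 16), a log2 fold change of -0.66 from 48 hpf (standard error 0.095, adjusted p = 4.45e-08).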

The expression levels gradually increased until E11.5 and 48 hpf in zebrafish, when the cartilage primordium developed in the craniofacial area in both species.^18^, ^19^ Considering the significance of *Sox9* in craniofacial development, we assumed that temporal similarity in gene expression could be linked to functional similarities with evolutionary conservation, as function loss leads to a cleft palate and craniofacial bone deformities.

**FIGURE 1:**
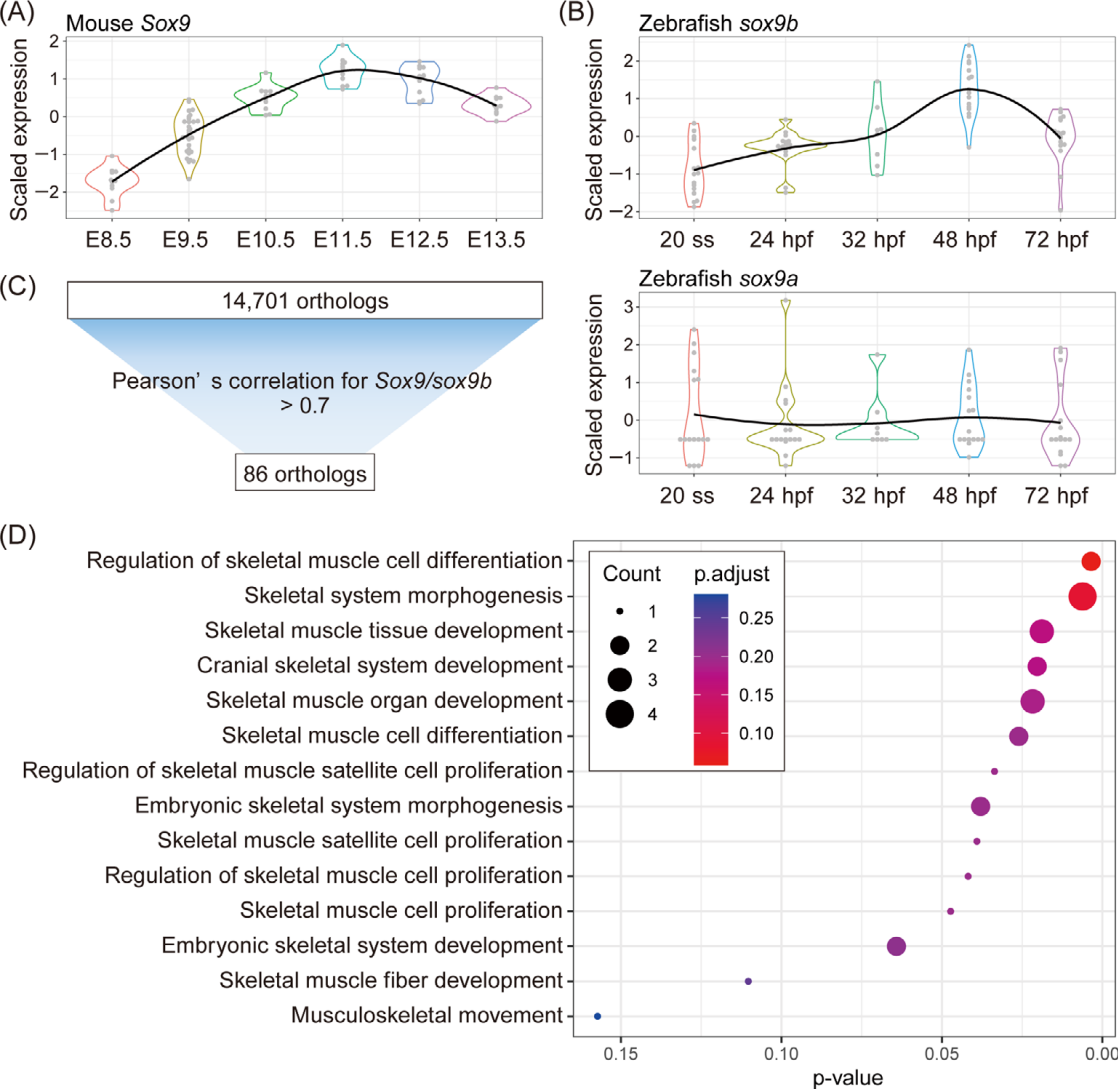
Screening of genes with similar trajectories between mice and zebrafish during craniofacial development. (A,B) Violin plots of scaled log2 normalized gene expression of *Sox9* orthologs in (A) mice and (B) zebrafish. (C) Criteria for identifying highly correlated orthologs with *Sox9* and *sox9b*. (D) Enrichment analysis results of the gene ontology terms, including “skeletal” for the 86 mouse orthologs, including *Sox9*.

For this study, we selected *Sox9* as a reference gene to orchestrate staging procedures and select other genes that could have a conserved function during craniofacial development. This choice is underpinned by its resemblance to the expression pattern throughout the neural crest development in both species.^18^, ^19^ We identified 86 out of 14,701 orthologs by calculating the Pearson's correlation coefficient of gene expression levels between *Sox9/sox9b* and each orthologous gene, with Pearson's correlation coefficient >0.7 (Figure 1C and Table S1). 

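Table S1 pairs 86 mouse and zebrafish genes, and all 86 zebrafish symbols are in the deposited counts. Only the zebrafish side of the comparison was computed here, as the Pearson r of log2(CPM + 1) with *sox9b* over the 72 zebrafish libraries, and the mouse samples were not analysed here. Of the 85 genes other than *sox9b*, 9 had an r over 0.7. The median was 0.58 and the range 0.32 to 0.77, so all 85 were positive. Random lists of 85 genes matched on mean expression had a median of 0.084 (central 95% from -0.016 to 0.186), and the median of Table S1 was above all 10000 of them. The list was chosen by the study partly on these libraries, so its position is not independent evidence. Its highest r over the 72 libraries were those of *jun* (0.77), *tgfbi* (0.75), and *nova2* (0.74), and its lowest those of *dpysl4* (0.32), *phf2* (0.43), and *sox11b* (0.44). These ranks pool library sets that differ in level, and not all of them held within sets. In sets 1 and 2, r was 0.80 and 0.58 for *sox11b*, 0.84 and 0.37 for *phf2*, 0.76 and 0.36 for *dpysl4*, 0.89 and 0.62 for *tgfbi*, and 0.93 and 0.65 for *nova2*, so that *sox11b* was above *jun* in set 2. The count depended most on the library set. In set 1 alone 77 of the 85 genes had an r over 0.7 (median 0.81), and in set 2 alone 0 had (median 0.44). Among all 20745 genes, 73 had an r over 0.7 with *sox9b* in the 72 libraries, 1365 in set 1 and 3 in set 2. The 5 highest of all genes over the 72 libraries, none of them in Table S1, were *ngs* (0.81), *actb2* (0.79), *ryr3* (0.77), *tmod4* (0.77), and *adh5* (0.77). In sets 1 and 2, r was 0.85 and 0.67 for *ngs*, 0.95 and 0.48 for *actb2*, 0.84 and 0.38 for *ryr3*, 0.87 and 0.47 for *tmod4*, and 0.87 and 0.54 for *adh5*. *ryr3*, *tmod4*, and *adh5* were thus below *nova2* of Table S1 in both sets, and *ryr3* in set 2 was below the median of Table S1. From the correlation of each ortholog with *Sox9/sox9b*, the paper takes the genes over its threshold as candidates for a conserved function in craniofacial development.

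**Figure D2:**
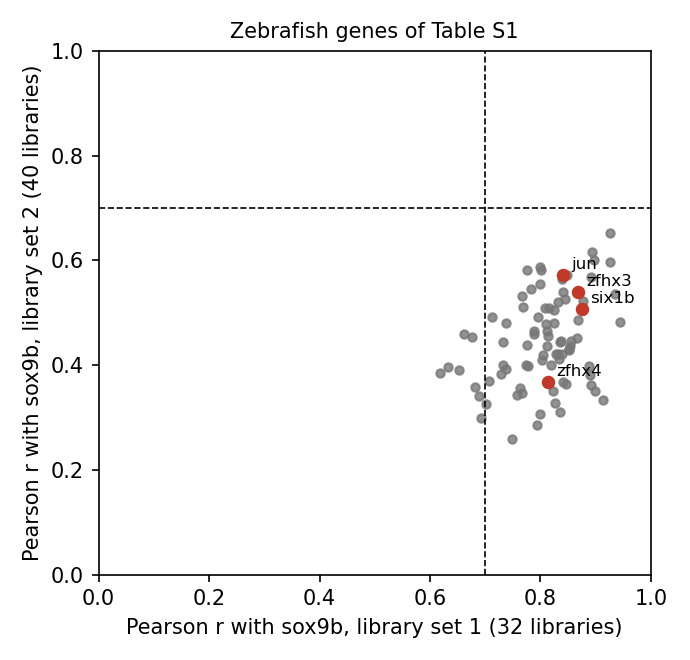
Pearson r with *sox9b* of the 85 other genes of Table S1, in library set 1 on one axis and in set 2 on the other, with 1 point per gene and dashed lines at 0.7. In set 1, 77 genes lie over the line, and in set 2, 0 genes do.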

Gene ontology (GO) enrichment analysis of the 86 genes in mice showed enrichment in the genes related to “cranial skeletal system development” (Figure 1D and Table S2). Based on our experience and literature reviews, we selected genes from the 86 orthologs to investigate the molecular similarities in craniofacial development between both species (Table S1). Notably, Irf6, which is a gene that induces cleft palates in mice and humans, is sometimes expressed within the embryonic maxillary process of zebrafish and serves a similar role between all three species.^8^, ^17^ Nevertheless, our gene catalog encompassed factors such as *Zfhx3*, *Zfhx4*, *Cjun*, *and Six1* that are pivotal in craniofacial development in mice and humans. 

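The zebrafish genes selected from Table S1 were *zfhx3*, *zfhx4*, *jun*, and *six1b*, and 4 correlations with *sox9b* were computed for them over the 72 libraries. For *zfhx4*, Pearson's r was 0.55 and Spearman's rho 0.54, and r was 0.52 without the 2 libraries farthest from the median of *sox9b*. Within library set 1 its r was 0.81 (n = 32), and within set 2 it was 0.37 (n = 40, permutation test, adjusted p = 0.0204). For *zfhx3*, r was 0.71 and rho 0.73, with 0.69 without those 2 libraries, 0.87 in set 1, and 0.54 in set 2. For *jun*, rho was 0.81, with an r of 0.75 without those 2 libraries, 0.84 in set 1, and 0.57 in set 2. For *six1b*, r was 0.73 and rho 0.77, with 0.72 without those 2 libraries, 0.88 in set 1, and 0.51 in set 2. Each r and rho over the 72 libraries had a two-sided permutation p of 1e-05, raw and adjusted over the 4 genes, which is the smallest that 100000 permutations can give. These permutations ignore stage and set, so libraries of one stage enter as separate values. The genes come from a list chosen partly on these libraries, so a small p is not independent evidence. Over the 9 means of stage and library set, chosen after seeing the data, r was 0.66 for *zfhx4* (exact permutation test, adjusted p = 0.0497). It was 0.78 for *zfhx3* (p = 0.0139), 0.89 for *jun* (p = 0.00285), and 0.92 for *six1b* (p = 0.000452, same test). These relations follow the stages. After the mean of each stage and library set was subtracted, an alternative chosen after seeing the data, r was 0.02 for *zfhx4* (adjusted permutation p = 0.886), 0.26 for *zfhx3* (p = 0.059), 0.31 for *jun* (p = 0.034), and 0.23 for *six1b* (p = 0.066).

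*zfhx4* rose from 31.3 ± 11.5 CPM at 20 ss to 148 ± 25.6 CPM at 48 hpf (SD, n = 16 each), a log2 fold change of 2.23 (standard error 0.14, adjusted p = 2.34e-26). *zfhx3* rose from 14.2 ± 6.58 to 116 ± 28.1 CPM between these stages, with a log2 fold change of 3.07 (standard error 0.15, adjusted p = 2.00e-32). For *jun* the log2 fold change was 1.49 (standard error 0.12, adjusted p = 1.03e-18), and for *six1b* it was 1.12 (standard error 0.12, adjusted p = 3.54e-13). The libraries of these stages did not overlap within either set for *zfhx4*, *zfhx3*, and *jun*, nor within set 1 for *six1b*. Within set 2 they overlapped for *six1b* (exact permutation test, two-sided, p = 0.0010878). The paper states that its catalog holds these factors as pivotal ones for craniofacial development in mice and humans.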

However, their temporospatial expression patterns and functional involvement in zebrafish craniofacial development remain unclear.^22^, ^23^, ^24^, ^25^

### 2.2 Spatiotemporal expression of selected genes exhibited craniofacial expression

In situ hybridization of the selected genes was performed to detect temporospatial expression patterns in the developing heads of E12.5 mice and 48 hpf zebrafish with anatomical structures described (Figure 2A–D). In the E12.5 mouse maxilla, *Sox9* was expressed in the primary palate where cartilaginous tissue developed, such as in the nasal septum (Figure 2E,E′). Additionally, Meckel's cartilage development in the mandible indicated intense overall expression (Figure 2F,F′). At an equivalent developmental stage in zebrafish, *Sox9b* was expressed in the ethmoid plate, olfactory placode, and Meckel's cartilage (Figure 2G,G′,H,H′). *Zfhx4* was strongly expressed in the palatal shelf (Figure 2I,I′) and the proximal end of the mandible in mice (Figure 2J,J′). The ethmoid plate and mandible also exhibited strong *Zfhx4* expression in zebrafish, indicating the essential roles of *Zfhx4* in embryonic craniofacial structures in both species (Figure 2K,K′L,L′). Another *Zfhx* family gene, *Zfhx3*, showed a relatively restricted expression pattern around the ventrolateral edge of the anterior developing nasal septum with medial and lateral nasal processes in the mouse maxilla (Figure 2M,M′). The developing alveolar area exhibited strong expression in the mandible, resembling the *Zfhx4* profile (Figure 2N,N′). Additionally, the *zfhx3b* expression pattern resembled that of *zfhx4* in the zebrafish head, showing broad expression in the ethmoid plate and mandible (Figure 2O,O′,P,P′). In the mouse maxilla, *Cjun* was expressed at the palatal shelf and upper incisors of the primary palate (Figure 2Q,Q′). The mandibular incisors also exhibited strong expression at the anterior end of the mandible, together with the lateral edge of the tongue (Figure 2R,R′). Additionally, *Cjun* expression was relatively mild and ubiquitous throughout the zebrafish ethmoid plate and Meckel's cartilage (Figure 2S,S′,T,T′). *Six1* was detected throughout the primary palate and palate shelf in mice. Similar to the maxilla, a large area of the mandible was observed in mice (Figure 2U,U′,V,V′). Furthermore, *Six1b* expression in zebrafish resembled that of *Sox9b*, which was strongly expressed in the ethmoid plate and Meckel's cartilage (Figure 2W,W′,X,X′).

**FIGURE 2:**
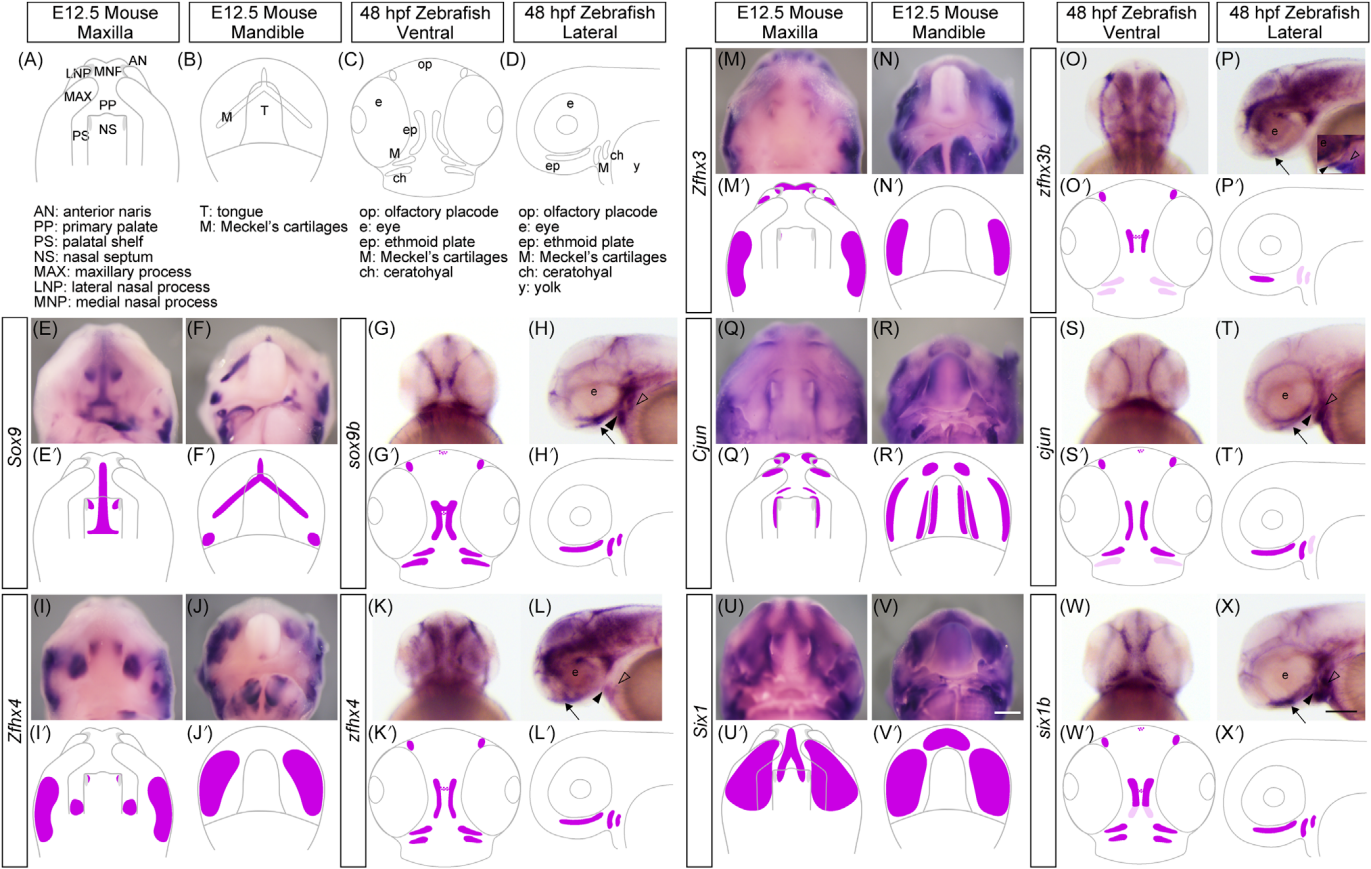
Comparing the expression pattern of the selected genes during craniofacial morphogenesis in mouse and zebrafish embryos. (A–D) Schematic illustrations of the craniofacial anatomy of the maxillary (A) and mandibular (B) regions of mice at E12.5 and zebrafish at 48 hours postfertilization (hpf) (C,D). (E–X) The expression pattern of *Sox9* (*sox9b*), *Zfhx4* (*zfhx4*), *Zfhx3* (*zfhx3b*), *Cjun* (*cjun*), and *Six1* (*six1b*) were examined using whole‐mount in situ hybridization. The samples are shown at the top, and the genes are shown on the left. (E′–X′) Schematic summary of the expression pattern of the selected genes. Black arrows, black arrowheads, and white arrowheads indicate Meckel's cartilages, ethmoid plate, and ceratohyal, respectively. Scale bars: 500 μm in V; 200 μm in X.

Immunohistochemistry for specific factors was performed in mouse embryos to compare mRNA expression and protein localization during mouse development. SOX9 accumulated in the cartilaginous mesenchymal tissue of the nasal septum of mice (Figure 3A). SIX1 and ZFHX4 were present in the developing skeletal mesenchyme tissue in the secondary palate of mice, confirming the mRNA expression pattern (Figure 3B,C). Additionally, *zfhx4* expression was confirmed in zebrafish, which exhibited strong expression in craniofacial skeletal elements, such as the ethmoid plate (Figure 3D, dashed line). CJUN exhibited intense expression in the mesenchymal tissue around the developing eye in mice (Figure 3E,E′), which was also evident in in situ hybridization of zebrafish (Figure 3F, arrowhead). Unfortunately, the ZFHX4 antibody was the only antibody capable of detecting signals in zebrafish among the antibodies we used, and other protein localizations in zebrafish require further investigation.

**FIGURE 3:**
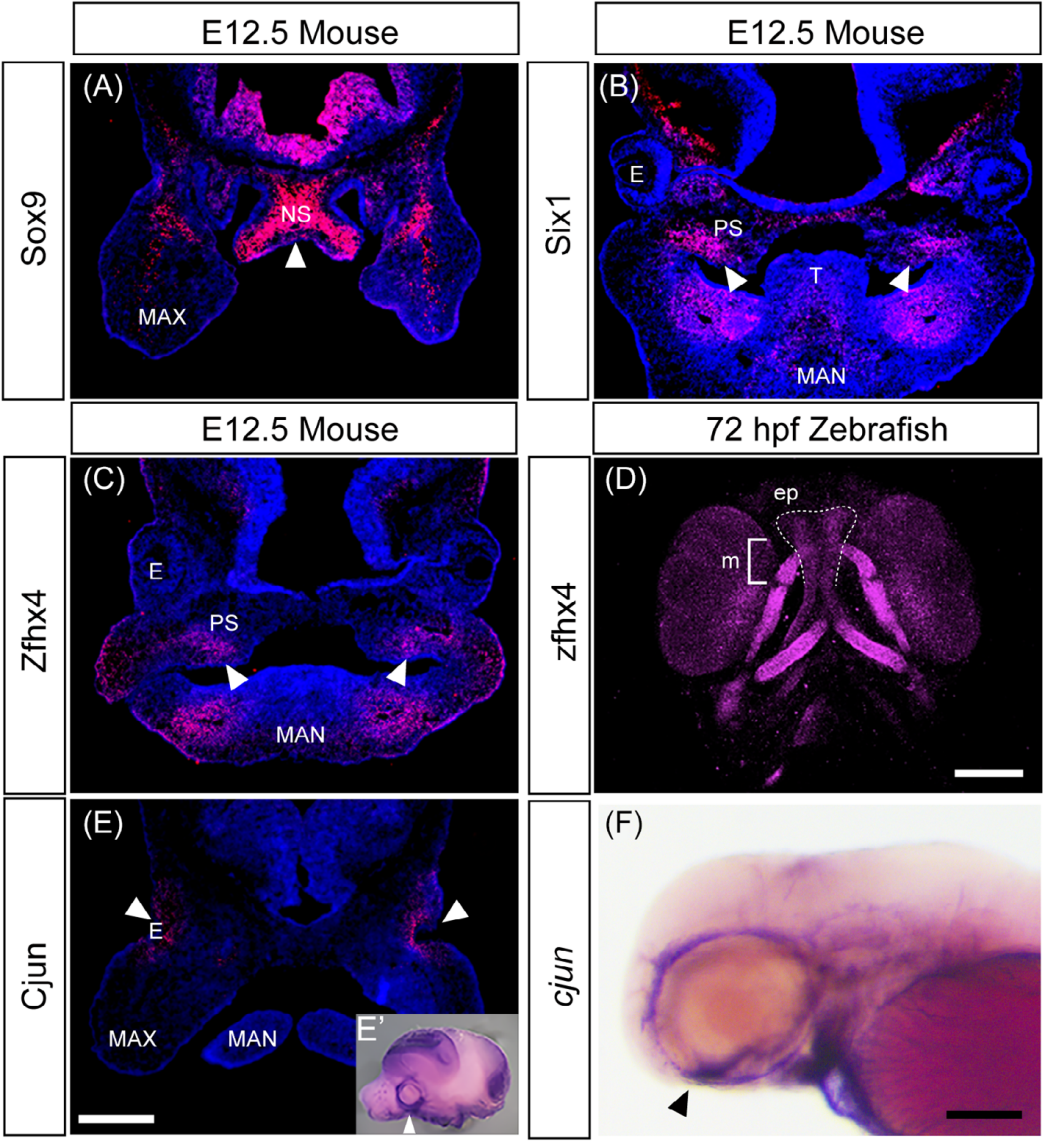
Protein localization in the developing head of mice and zebrafish. (A–D) Immunohistochemistry of selected transcription factors involved in chondrogenesis and osteogenesis using frontal sections of E12.5 mice head (A–C) and ventral view of 72 hours postfertilization (hpf) zebrafish larva (D). Samples are shown at the top, and proteins are shown on the left. White arrows indicate the protein detected in the nasal septum (A) and palate (B,C). (D) Immunofluorescence staining with anti‐*Zfhx4* antibody in zebrafish embryos at 72 hpf. The developing ethmoid plate (zebrafish palate, dashed line) and Meckel's cartilage (mandibular, blacked) were stained with the antibody. *Zfhx4* was also detected in the eye, ceratobranchial, ceratohyal, and hyosymplectic. (E,F) Similar expression domains of *Cjun* in both species were revealed using immunohistochemistry in the frontal section of E12.5 mice head, (E) *cjun* mRNA in the lateral view of E12.5 mice head, (E′) and the lateral view of 72 hpf zebrafish (F). Arrowheads indicate the expression surrounding the ocular region. E, eye; ep, ethmoid plate; MAN, mandibular; MAX, maxillary; m, Meckel's cartilage; NS, nasal septum; PS, palatal shelf; T: tongue. Scale bars: 500 μm in (E); 100 μm in (D,F).

### 2.3 Phenotypic similarity between zebrafish and mice for eliminating *Zfhx4/zfhx4*

*Zfhx4/zfhx4* elimination was performed in mice and zebrafish for functional assessment because of its indispensable involvement in palatogenesis and status as a genetic contributor to orofacial clefts in humans,^23^ A *zfhx4* splicing morpholino (MO; E2I2) was designed to bind to the border between exon 2 and intron 2 of *zfhx4* to inhibit splicing in zebrafish (Figure 4A). Efficient splicing inhibition of *zfhx4* by MO was confirmed using real‐time reverse transcription‐polymerase chain reaction (RT‐PCR) in the treated embryos (Figure 4A,B). The phenotype exhibited a dose‐dependent effect, with a further severe phenotype in the micrognathia and a cleft palate at higher MO doses (Figure 4C,D). *Zfhx4* null mice exhibited craniofacial defects, including a secondary cleft palate with 100% penetrance.^22^ Additionally, we analyzed the three‐dimensional reconstructed anatomy of the maxillary and palatine bones using micro‐computed tomography (CT). The maxillary and palatine bones exhibited morphological differences between the control and *Zfhx4* null mice (Figure 4E,F). The anterior portion of the palatine bone was missing in the E15.5 *Zfhx4* null mice (Figure 4E,F). Immunohistochemistry of MO‐treated zebrafish indicated reduced overall immunoreactivity of *zfhx4* in the skeletal elements (Figure 4G',H'). The skeletal morphology exhibited a shorter ethmoid plate and Meckel's cartilage, resulting in an overall craniofacial distortion and a phenotype similar to that in mice (Figure 4G–G'', H–H''). Additionally, ATG MO was designed to bind to the translational initiation site of *zfhx4*. The expression of *zfhx4* was severely decreased by ATG MO (Figure 4I',J'). Craniofacial malformations such as micrognathia and cleft palate were observed in the morphants (Figure 4I″,J″). These morphological defects were also observed at later stage (80 hpf), similar to those of phenotypes caused by E2I2 MO (Figure 4K,L). In addition to craniofacial defects, gross morphological defects such as short stature and cardiac defects were observed in the morphants (Figure 4M). These findings indicate that disrupting a common gene may distort the ethmoid plate in zebrafish and the palatal shelf in mice. This result motivated us to investigate whether *Zfhx4/zfhx4* shares potential relevance in contributing to neural crest development.

**FIGURE 4:**
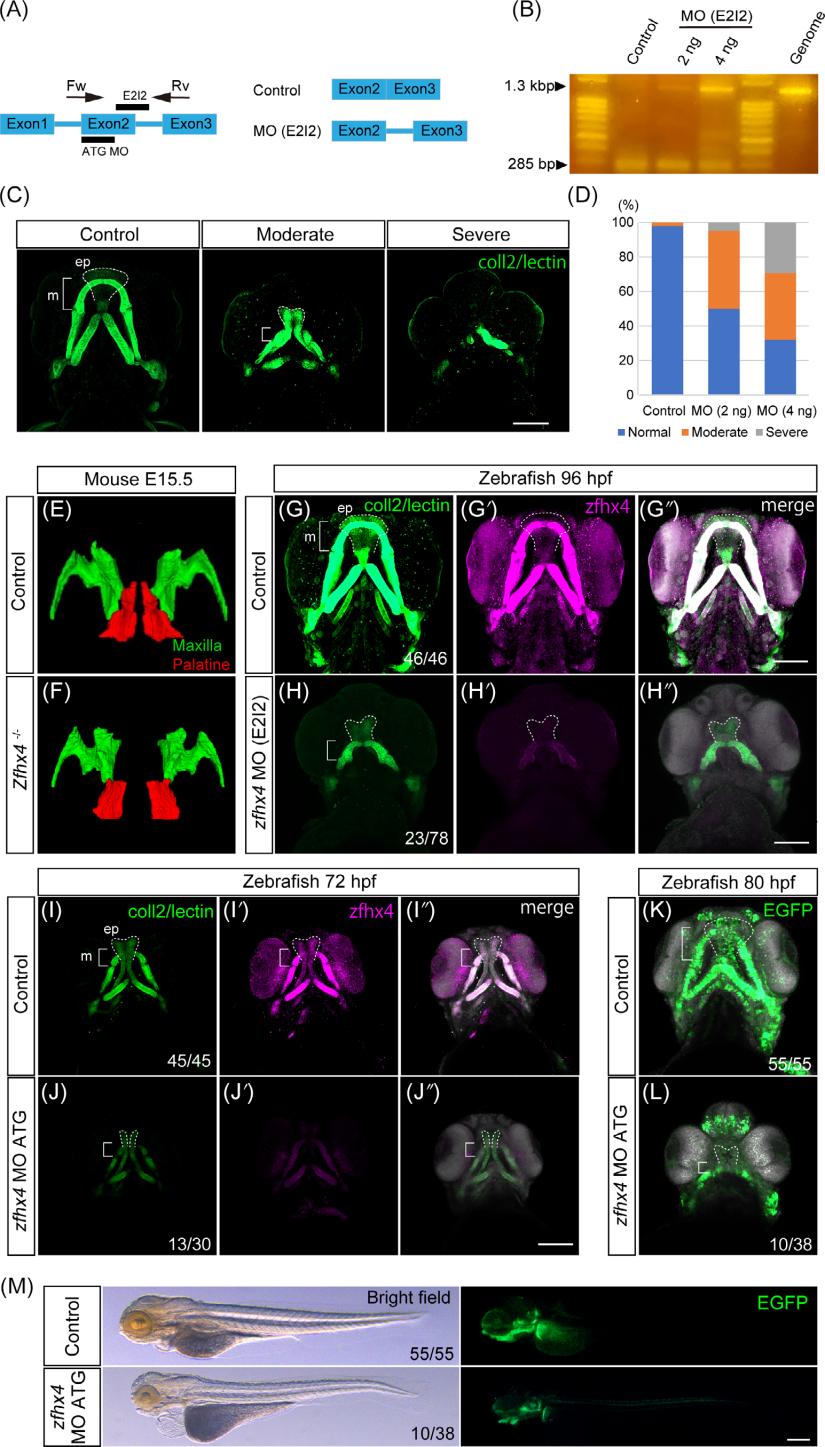
Morpholino (MO)‐based *zfhx4* function loss led to craniofacial malformation in zebrafish. (A) Pre‐mRNA of *zfhx4* and splicing MO design. Splicing MO (E2I2) was designed to bind to the exon 2 and intron 2 boundary. Presumptive *zfhx4* mRNA inhibited by the MO (E2I2) showed splice site skipping between exon 2 and intron 2. (B) Splice‐blocking efficiency confirmation of the MO (E2I2) using reverse transcription‐polymerase chain reaction (RT‐PCR). Total RNA was isolated from the control and *zfhx4* morphants at 1 day postfertilization. Forward and reverse primers were designed to target exons 2 and 3, respectively (A). PCR product length of the control was 285 bp, and the length of the splice‐inhibited products was 1305 bp. A single band was detected at the 285 bp length in the control. An unspliced product containing intron 2 was detected at the 1.3 kbp length in the *zfhx4* morphants. This band was observed in the same position as the genomic PCR product. (C,D) Typical *zfhx4* morphants exhibited moderate and severe craniofacial anomalies. (D). Frequency of the craniofacial anomalies in the *zfhx4* morphants. (Control: *N* = 46, MO [E2I2] of 2 ng/embryo: *N* = 62, MO [E2I2] of 4 ng/embryo: *N* = 28). Phenotypic severity was observed with MO (E2I2) in a dose‐dependent manner, corresponding to the RT‐PCR result in Figure 4B. (E,F′) Three‐dimensional reconstructed maxillary (green) and palatine bones (red) in E15.5 control and *Zfhx4* null embryos. Smaller maxillary and deformed palatine bones were observed in *Zfhx4* null mice compared with their littermate controls. (G–H″) *zfhx4* morphants displayed cleft palate and micrognathia (G,H). Effective functional *zfhx4* inhibition was confirmed by decreased *Zfhx4* expression via immunofluorescence staining (G–H″, Control: *N* = 46, MO [E2I2]: *N* = 78). ATG MO of *zfhx4* showed craniofacial defects similar to those of E212 MO (I–L). (M) Overall morphology of *zfhx4* morphant at 80 hpf. (Control: *N* = 45, ATG MO: *N* = 30 in I–J″). (Control: *N* = 55, ATG MO: *N* = 38 in K–M). ep, ethmoid plate; m, Meckel's cartilage. Scale bars: 100 μm.

### 2.4 Lineage tracing of CNCCs involved in ethmoid plate development in zebrafish

Several studies reported that two distinct CNCC streams populate in the ethmoid plate.^9^, ^17^, ^29^ To elucidate the developmental dynamics of CNCCs during ethmoid plate development, lineage tracing of CNCCs was performed using *sox10:Dendra2*. The prospective frontonasal region at the 15 ss was labeled (Figure 5A) and traced chronologically by 30 ss (Movie S1). The labeled CNCC at 15 ss (Figure 5A magenta) migrated along the dorsal side of the eye and were destined for the frontonasal region at 30 ss (Movie S1). To examine lineage of the frontonasal region after 30 ss, the frontonasal region at 24 hpf (30 ss; Figure 5C) in *sox10:Dendra2* was photoconverted, enabling us to trace its destination at 48 and 72 hpf. The result showed that the photoconverted region (magenta) was differentiated and incorporated into the middle of the ethmoid plate at 48 hpf (Figure 5C′), where it persisted at 72 hpf (Figure 5C″). Thus, the majority of the prospective frontonasal region comprises the middle of the ethmoid plate.

**FIGURE 5:**
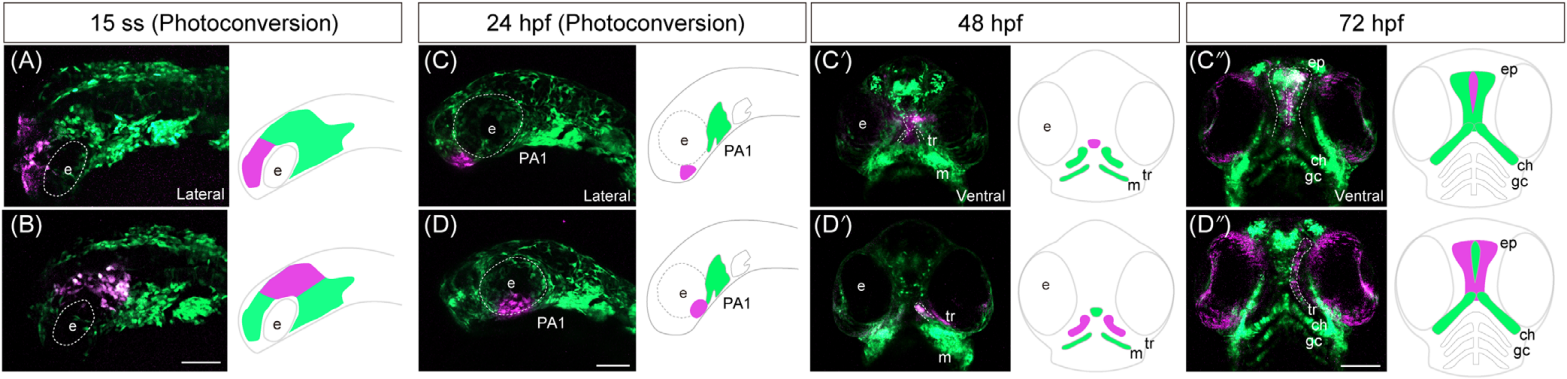
Lineage tracing of cranial neural crest cells (CNCCs) in *sox10:Dendra2*. (A,B) For time‐lapse imaging of the prospective frontonasal and anterior maxillary prominence, photoconversion of the prospective frontonasal prominence (A) and prospective anterior maxillary prominence (B) was performed in *sox10:Dendra2* transgenic zebrafish at 15 ss. As photoconvertible fluorescent protein Dendra2 is photoactivated by UV light (405 nm) from green to red, specific Dendra2‐expressing cells were labeled irreversibly and traced. The time‐lapse imaging was performed by 30 ss (Movies [Link], [Link], [Link]). (C–C″) To investigate the cell lineage of the prospective frontonasal prominence after 30 ss, photoconversion of the frontonasal prominence at 24 hpf (30 ss) were performed (C). The lineage was subsequently examined at 48 (C′) and 72 hpf (C″). The frontonasal prominence was labeled at 24 hpf (C) and differentiated into the medial part of the ethmoid plate at 48 hpf (C′) and 72 hpf (C″). (D–D″) To investigate the cell lineage of the prospective anterior maxillary prominence after 30 ss, photoconversion of the anterior maxillary prominence at 24 hpf (30 ss) were performed (D). The lineage was subsequently examined at 48 hpf (D′) and 72 hpf (D″). The anterior maxillary prominence was labeled at 24 hpf (D) and differentiated into a lateral part of the ethmoid plate (trabeculae) at 48 hpf (D′) and 72 hpf (D″). e, eye; ch, ceratohyal; ep, ethmoid plate; gc, gill cartilage; m, Meckel's cartilage; PA1, first pharyngeal arch. Scale bars: 100 μm.

Likewise, the prospective maxillary region at the 15 ss was labeled (Figure 5B) and traced chronologically by 30 ss (Movies S2 and S3). The labeled CNCC at 15 ss (Figure 5B) migrated along the ventrolateral side of the eye and destined to the maxillary region at 30 ss (Movies S2 [lateral view] and S3 [dorsal view]). To examine lineage of the maxillary region after 30 ss, the maxillary region at 24 hpf (30 ss) (Figure 5D magenta) in *sox10:Dendra2* was photoconverted, enabling us to trace its destination at 48 and 72 hpf. The result showed that this photoconverted region (magenta) was differentiated and incorporated into the lateral part of the ethmoid plate at 48 hpf (Figure 5D′), where it persisted at 72 hpf (Figure 5D″). This evidence shows that the majority of the prospective maxillary region comprises the lateral part of the ethmoid plate. Compared with the previous studies, we provided a chronological lineage tracing (time‐lapse imaging) of CNCC in both the frontonasal pathway and maxillary pathway from 15 to 30 ss. Therefore, the ethmoid plate consists of CNCCs derived from the frontonasal and maxillary regions.

### 2.5 *zfhx4* reduction results in defects in CNCC development

We further investigated the detailed mechanism of craniofacial defects by reducing *zfhx4* from an earlier stage of zebrafish embryos, using the advantageous feature of imaging CNCCs in *sox10:EGFP* zebrafish embryos. In the control embryos, *zfhx4* was strongly expressed in the cranial neural crest population of PA1, where sox10‐EGFP exhibited a positive signal (Figure 6A–A''). In contrast, *zfhx4* morphants showed a substantially reduced *zfhx4* expression in the neural crest cells (Figure 6B–B''). PA1 was filled with sox10‐EGFP and *zfhx4* double‐positive cells in the control (Figure 6C–C''). The *zfhx4* morphants exhibited decreased *zfhx4*‐positive CNCCs, leading to substantial PA1 malformation, and subsequent abnormalities in the craniofacial skeleton, including the maxilla, palate, and mandible (Figure 6D–D''). Therefore, *zfhx4* possibly also plays a role in CNCC development. Thus, we investigated the migratory stage of CNCCs following MO treatment and observed an inhibitory effect on CNCC migration in the *zfhx4* morphants (Figure 6E–F'). These results indicated the significance of *zfhx4* in CNCC migration, and any impact on migration led to PA1 malformation. Therefore, the inhibitory effect and/or delay of CNCC migration leading to PA1 malformation, which affect facial primordia formation, underlie the etiology of craniofacial defects in zebrafish.

**FIGURE 6:**
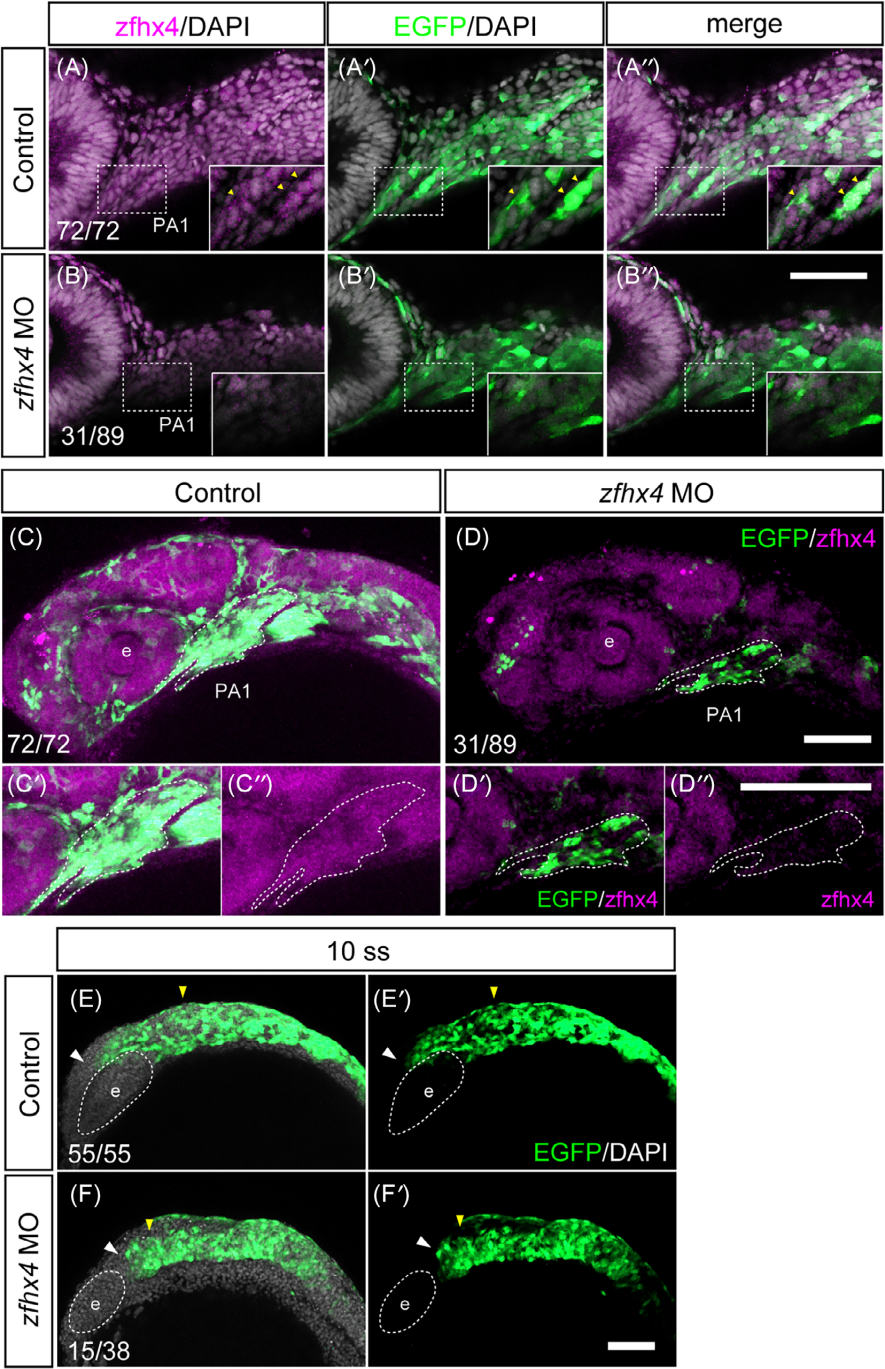
*zfhx4* morphants resulted in defective cranial neural crest cell (CNCC) development and pharyngeal arch formation. (A–D″) Immunofluorescence images of the control and *zfhx4* MO (E2I2)‐injected *sox10:EGFP*. Samples were stained with anti‐GFP antibody (NCCs), anti‐*zfhx4* antibody, and 4′,6‐diamidino‐2‐phenylindole (DAPI, nucleus) at the 10‐somite stage (ss) and 24 hpf. (A–A″) zhfx4 protein demonstrated nuclear localization in the NCCs. Insets show a magnified view of the first pharyngeal arch (PA1, white dotted lines). Yellow arrowhead shows the co‐localization of the CNCCs with the zfhx4 protein. (B–B″) *zfhx4* morphants showed decreased *zfhx4* expression in the CNCCs. (C,D) *zfhx4* morphants showed a decreased number of NCCs, leading to PA1 morphological defects. White dotted lines represent PA1 at 24 hpf. (C′–D″) Magnified view of PA1 in (C,D). (Control: *N* = 72, MO [E2I2]: *N* = 89). (E–F′) CNCC migration defect in *zfhx4* morphants. *zfhx4* MO was injected into *sox10:EGFP* embryos. Migrating CNCCs were visualized usin*g sox10:EGFP* at the 10 ss. The yellow arrowhead represents the position of the anteriormost midbrain and hindbrain, which are the starting sites for migrating CNCCs. The white arrowhead indicates the front edge of the migrating CNCCs. (Control: *N* = 55, MO [E2I2]: *N* = 38). e, eye; PA1, first pharyngeal arch. Scale bars: 100 μm in (C, D, E–F'); 50 μm in (A–B'', C'–D'').

## 3 DISCUSSION

Recent advances in genomic sequencing technologies have unveiled the genetic underpinnings of several congenital diseases. Along with the demand for models for analyzing new mutations, this surge in information has driven the development of several cellular and animal models.^26^ However, multicellular models are preferred for craniofacial defects like orofacial clefts because of their structure and morphogenesis complexity. Thus, mice and zebrafish have been widely used for this purpose.^27^ The similarity of the craniofacial development process between these two species has been previously discussed.^3^, ^8^, ^28^ Particularly for the maxillary component, the ethmoid plate in zebrafish has been described as a homologous structure to the secondary palate in mammals, whereas the medial ethmoid plate corresponds to the primary palate with a similar cellular origin.^3^, ^9^, ^29^ However, the ethmoid plate in zebrafish is anatomically classified as the primary palate because the nasal cavity is not formed in fish; thus, the oral cavity is not separated from the nasal cavity by the secondary palate. This discussion remains open, and further investigation is essential.

We addressed this knowledge gap by comprehensively comparing gene expression profiles during craniofacial embryogenesis in mice and zebrafish. *Sox9* is a master regulatory transcription factor for chondrogenesis, marking ethmoid plate development in zebrafish.^17^ Therefore, we used *Sox9* as a molecular reference for palatogenesis and analyzed temporal trends to compare zebrafish and mouse embryonic development. Consequently, 86 genes with expression trends similar to those of *Sox9* in both species during embryonic development were selected using computational filtering. A similar temporal expression pattern during embryo development indicated that these genes exhibited similar biological functions.^30^ Gene regulatory network analysis using these selected molecules showed the GO terms, including “Embryonic skeletal system development” and “Mesenchyme cell proliferation,” which correlate highly to normal palatogenesis. After a systematic literature review, we refined the list to include five genes that (1) were strongly expressed during mice embryonic craniofacial development and (2) contained defects associated with signaling pathways involved in congenital craniofacial defects (*Sox9*, *Zfhx4*, *Zfhx3*, *Cjun*, and *Six1*). However, the precise nuances of their expression patterns and functional contributions to zebrafish craniofacial development remain elusive and warrant further analysis.

Notably, the genes that exhibited high expression during mouse secondary palate development, such as *Zfhx4* and *Cjun*, were also expressed in the ethmoid plate of zebrafish. Additionally, some genes expressed in the primary palate or nasal septum in mice, such as *Sox9*, *Zfhx4*, and *Six1*, were expressed in the medial ethmoid plate in zebrafish. Considering CNCC dynamics during the palate and ethmoid plate formation in both species are similar, which cellular source is derived from the frontonasal and maxillary prominence^8^, ^11^, ^13^, ^14^, ^15^, ^16^ (Figure 5). These results provide supplementary evidence to corroborate previous reports, which have shown that representative genes, such as *Tbx22*, *Osr1*, *Osr2*, and *Pax9*, in mice palate development also exhibit expression in developing maxillary component (“palate”) in zebrafish.^17^ However, some genes do not completely follow this rule and only show expression in one tissue, such as *Zfhx3* expression in the ethmoid plate in zebrafish but limited expression in the secondary palate in mice. In summary, we identified a new gene set whose expression pattern correlated with analogous tissues in mice and zebrafish during craniofacial development. These data suggest that the ethmoid plate (trabeculae) in zebrafish has molecular characteristics similar to that of the secondary palate in mice.

Another interesting aspect is how these genes are functionally conserved among species during palatogenesis. *Zfhx4* has been identified in mice and humans, and its mutations lead to orofacial clefts.^22^, ^23^ Therefore, we selected *Zfhx4* to assess the conserved function during craniofacial development in mice and zebrafish. Severe deformation of the palatine bone, a major skeletal component of the secondary palate in mice, was observed, whereas zebrafish exhibited severe truncation of the ethmoid plate. Several researchers have argued the conserved function of genes between mice and zebrafish by comparing the phenotypes resulting from corresponding gene mutations. For example, some genes with mutations that could lead to human orofacial clefts, such as *IRF6* and *WNT9A*, showed a consistent phenotype in the ethmoid plate, indicating a well‐conserved function in palatogenesis in mice and zebrafish.^8^, ^9^ The results of the present study also provide evidence for another key molecule involved in palatogenesis in humans, mice, and zebrafish. Conserved mechanisms for embryonic craniofacial development between these species are not limited to palatogenesis but also apply to jaw patterning via the endothelin signaling pathway by patterning the developing CNCCs.^4^, ^28^

Interestingly, *Zfhx4* knockout mice also exhibited a substantial reduction in osteogenesis in the mandibular body compared with the control, which may recapitulate the mandibular phenotype in *zfhx4* morphants of zebrafish.

Reduced *sox10*‐positive CNCCs were observed in the zebrafish pharyngeal arch treated with the *zfhx4* antisense MO. Cleft palate etiology in *Zfhx4* knockout mice is considered a defect in the growth of palatal shelves and a failure to remove the tongue from the center of developing palatal shelves that produce mechanical inhibition of palatal fusion.^22^ Our results indicate that the craniofacial anomalies observed in *Zfhx4*‐deficient individuals are also caused by cranial neural crest development defects, requiring further confirmation. These results indicate the significance of using different disease models for disease, considering their respective biological advantages, to reveal a wide spectrum of cellular mechanisms underlying the morphological defects of craniofacial diseases.

A limitation of this study is the use of different species in varying environments to directly compare molecular profiles and phenotype during embryonic craniofacial development. Gene expression profiles during embryonic development have diverged considerably throughout evolution, necessitating caution when comparing different species models. Additionally, *Sox9*, the gene selected as a reference to investigate the molecular network for palatogenesis in this study, is not exclusively expressed in the CNCCs and skeletal structure of craniofacial areas.

*Zfhx4* was the only gene functionally assessed in both species in this study. Therefore, further functional validation using alternative genes is necessary to elucidate the utility of these models in investigating orofacial cleft etiology in diverse contexts. Additionally, *osterix* zebrafish mutants exhibit specific defects in the anterior skull and upper jaw, and the top of the skull comprises a random mosaic of bones derived from individual initiation sites.^31^ Furthermore, *osterix* and *runx2* are co‐expressed in zebrafish, which suggests that *osterix* interacts with *runx2*, similar to the interaction of Osterix with Runx2 in mice.^22^, ^31^ Thus, a detailed analysis of the interaction between *zfhx4* and osteogenic factors such as *osterix* and *runx2* in zebrafish will be necessary for revealing the similarity of the osteogenic molecular network with that in mice in our future research.

In conclusion, we identified novel gene sets demonstrating similar expression patterns during embryonic craniofacial development in mice and zebrafish. Additionally, we showed the functional similarity of *Zfhx4* in the embryonic craniofacial development of mice and zebrafish, in which loss‐of‐function resulted in distinct craniofacial defects, such as cleft palates in mice and ethmoid plate deformation in the zebrafish. These results support the existing hypothesis of similarities in the craniofacial development between zebrafish and mice from a new perspective. Thus, *ZFHX4* may play conserved roles in the embryonic development of zebrafish and mouse maxilla and could reveal the disease etiology associated with *ZFHX4* mutation, demonstrating the usefulness of the two disease models in modeling craniofacial defects in humans.

## 4 EXPERIMENTAL PROCEDURES

### 4.1 Test species

Institute of Cancer Research (ICR) mouse embryos (CLEA, Tokyo, Japan) were used for in situ hybridization and immunohistochemical analyses. *Zfhx4* null and wild embryos were collected from pregnant *Zfhx4* heterozygous female mice.^22^ The study was reviewed and approved by the Committee on the Ethics of Animal Experiments of Osaka University Graduate School of Dentistry and the Ethics Committee of Osaka University. All mouse experiments were conducted in Osaka University.

The zebrafish (*Danio rerio*) RIKEN WT (RW) and *Tg* (*sox10:EGFP*) and *Tg* (*sox10:Dendra2*) (RW background; referred to as *sox10:EGFP and sox10:Dendra2*, *respectively*) strains were maintained under a 14‐h light/10‐h dark cycle. The water temperature was kept at 28 ± 1°C, and water quality conditions were maintained according to The Zebrafish Book (University of Oregon Press) and the Guide for the Care and Use of Laboratory Animals 8th edition (National Research Council, 2011). These sox10‐reporter lines were maintained as heterozygotes and homozygotes.^21^

### 4.2 Morpholinos

MO antisense oligonucleotides were designed to block splicing, resulting in the skipping of exon 2 (i.e., the exon 2 splice donor site designated as E2I2), and to block the translational initiation of *zfhx4* (Gene Tools, Philomath, OR, USA). The MO sequence was as follows: *zfhx4* (E212), 5′‐AAGGGAAAACTACTCACCATGACCA‐3′ and *zfhx4* (ATG) 5′‐GGATCTCATTTCATCCAGCCTGTCA‐3′. MOs were diluted to 1 μg/mL and injected into one‐cell‐stage zebrafish embryos. The morphological abnormalities were evaluated at 24 and 96 hpf.

### 4.3 Whole‐mount in situ hybridization

Whole‐mount in situ hybridization of mouse embryos was performed as previously described.^32^ The dissected embryos were fixed in 4% paraformaldehyde (PFA; Wako, Tokyo, Japan) at 4°C and stored in 100% methanol at −30°C. The primer sequences for the RNA riboprobes were selected from the Allen Brain Atlas (https://mouse.brain-map.org/). After hybridization with the digoxygenin (DIG)‐labeled riboprobe, BCIP/NBT was used to visualize the alkaline phosphatase‐conjugated anti‐DIG antibody (Roche, Basil, Switzerland). A minimum of three embryos were examined per probe.

For the zebrafish, RNA probes for in situ hybridization, including s*ox9b*, *zfhx4*, *zfhx3b*, *cjun*, and *six1b*, were synthesized according to the following protocols: Partial cDNA sequences of 1500 bases with T7 and T3 promoter sequences as templates for RNA probes were synthesized using integrated DNA technology. Antisense riboprobes were synthesized with a T7 MEGASCRIPT using DIG‐labeled UTP (Roche) according to the manufacturer's protocol.

Zebrafish embryos were fixed at 48 hpf for 2 h with 4% PFA (Wako) in 1× phosphate‐buffered saline (PBS; Invitrogen, Waltham, MA, USA) and dehydrated for >2 h in ice‐cold methanol (MeOH, Wako) at −20°C. The embryos were rehydrated stepwise with 80%, 50%, and 20% MeOH in PBS‐T containing 0.1% TritonX‐100 (Cayman Chemical, Ann Arbor, MI, USA) on ice and placed back in PBS‐T. The samples were processed to remove pigmentation by bleaching with 3% hydrogen peroxide (Wako) and 0.5% potassium hydroxide (Wako) under light for 2 h. After bleaching, the samples were incubated with 10 mg/mL of protease type XIV (Sigma‐Aldrich, St. Louis, MO, USA) in PBS‐T for 30 min. The samples were then postfixed in 4% PFA for 20 min. After postfixation, samples were washed with 150 mM Tris–HCl (pH 8.5) for 5 min, heated for 15 min at 70°C, and washed twice with PBS‐T for 5 min. Samples were then incubated in ice‐cold acetone (Wako) for 20 min at −20°C. The embryos were prehybridized for at least 1 h at 60°C in a hybridization buffer (50% formamide [Nacalai Tesque, Kyoto, Japan], 10% dextran sulfate [Sigma‐Aldrich], 5× saline‐sodium citrate [SSC] pH 7.0 [Nippon Gene, Tokyo, Japan], 10% sodium dodecyl sulfate [SDS; Wako], 50 mg/mL heparin [Sigma‐Aldrich], 50 mg/mL tRNA [Roche], and 0.1% Tween‐20). Hybridization was performed in the hybridization buffer containing 500 ng of probe overnight at 60°C. Samples were washed twice with wash buffer I (50% formamide, 2× SSC [pH. 4.5], 1% SDS, and 0.1% Tween 20) for 15 min at 60°C and then washed twice with wash buffer II containing 500 mM NaCl, 10 mM Tris–HCl, and 0.1% Tween for 15 min at 60°C. The samples were subsequently blocked with 2% goat serum (Gibco, Waltham, MA, USA) and 2 mg/mL bovine serum albumin (BSA; Wako) in PBS‐T for 2 h and incubated overnight at 4°C with the preabsorbed alkaline‐phosphatase‐coupled anti‐digoxigenin antiserum (Roche) at 1/1000 dilution in blocking buffer. Finally, the samples were washed six times with PBS‐T for 15 min. The detection solution (450 mg/mL NBT and 175 mg/mL BCIP; Roche) in the alkaline phosphatase reaction buffer (100 mM Tris–HCl [pH 9.5], 50 mM MgCl_2_, 100 mM NaCl, and 0.1% Tween 20) was used for detection. The samples were washed with PBS‐T thrice for 5 min and then the reaction was stopped. They were then incubated with 4% PFA for 30 min. All samples were transferred into 90% glycerol in PBS for observation and imaged on a Leica M80.

### 4.4 Fluorescence imaging and immunofluorescence staining

In mice, immunostaining of frozen sections was performed as previously reported.^33^ The following antibodies were used: rabbit polyclonal anti‐*SOX9* (Millipore Sigma, Burlington, MA, USA; AB5535, 1:500), rabbit polyclonal anti‐*ZFHX4* (Abcam, Cambridge, UK; ab254654, 1:400), rabbit polyclonal anti‐*SIX1* (Millipore Sigma; HPA001893, 1:500), rabbit monoclonal anti‐*CJUN* (Cell Signaling Technology, Danvers, MA, USA; 9165, 1:400), and Alexa 546‐labeled donkey anti‐rabbit IgG (Invitrogen; A10040, 1:500).

Immunofluorescence staining was performed as previously described (Narumi et al., 2020)^34^, with minor modifications. Zebrafish embryos were fixed with 4% PFA (Wako) at 10 ss, 24, and 96 hpf and treated with 100% ice‐cold methanol (Wako) at −20°C for longer storage. The fixed earlier‐stage embryos (< 96 hpf) were permeabilized with 1% TritonX‐100 in PBS for >1 h, and 96 hpf samples were prepared as previously described. After blocking with 3% BSA in PBS‐T (0.1% TritonX‐100 in PBS) for 2 h, the embryos were incubated with mouse anti‐GFP (1/1000, Invitrogen; AB_221568, 1/1000 Millipore; MAB3580), rabbit anti‐zfhx4 (1/500, Invitrogen; AB_2692007), and mouse anti‐collagen type II (anti‐coll2, 1/100, DSHB; AB_528165) primary antibody or PNA Alexa Fluor 488 conjugate direct labeling (1/1000, Thermo Fisher Scientific, Waltham, MA, USA) overnight at 4°C. The samples were washed six times with PBS‐T for 15 min and stained with the following secondary antibodies: Alexa Fluor 488‐goat anti‐mouse, Alexa Fluor 568‐goat anti‐rabbit (1/1000, Life Technologies, Waltham, MA, USA), and 4′,6‐diamidino‐2‐phenylindole solution (1/1000, DOJINDO, Kumamoto, Japan) overnight at 4°C. After washing six times with PBS‐T for 15 min, the samples were embedded in 1% low‐melting agarose and mounted on a 27‐mm noncoated glass‐bottom dish (IWAKI, Shizuoka, Japan). For time‐lapse imaging, the samples were anesthetized with 0.02% MS‐222 (Sigma‐Aldrich) and embedded in 1% low‐melting agarose containing 0.02% MS‐222 on the glass‐bottom dish.

All immunofluorescence images were acquired using a Zeiss LSM800 system with Zeiss ZEN black or blue software. All procedures were performed at room temperature unless otherwise specified.

### 4.5 RNA extraction

Each stage of ICR mice and RW zebrafish embryos was dissected, and the total RNA was extracted using an RNeasy kit (Qiagen, Hilden, Germany) according to the manufacturer's protocol. mRNA was extracted individually to conduct separate RNA‐Seq analyses at multiple developmental stages (E8.5, E9.5, E10.5, E11.5, E12.5, and E13.5 in mice, and 20 ss, 24, 32, 48, and 72 hpf in zebrafish). For each developmental stage, 11 individual mouse embryos were used except for E9.5 (29 individuals). In zebrafish, 16 pooled embryos (30 individuals/pool) were used except for 32 hpf (8 pooled embryos).

### 4.6 RNA‐Seq library preparation and sequencing

Lasy‐Seq version 1.1 protocol (https://sites.google.com/view/lasy-seq/) was used to perform 3′RNA‐Seq.^35^, ^36^ Briefly, 180 ng of total RNA was reverse‐transcribed using an RT primer with an index and SuperScript IV reverse transcriptase (Thermo Fisher Scientific). All RT mixtures were pooled and purified using an equal volume of AMpure XP beads (Beckman Coulter, Brea, CA, USA) according to the manufacturer's instructions. Second‐strand synthesis was conducted with the pooled samples using RNaseH (5 U/μL; Enzymatics, Beverly, MA, USA) and DNA polymerase I (10 U/μL; Enzymatics). The mixture was subjected to RNase treatment using RNase T1 (Thermo Fisher Scientific) to avoid the carryover of large amounts of rRNA. Subsequently, the samples were purified using 0.8× volume of AMpure XP beads. Fragmentation, end‐repair, and A‐tailing were performed using 5× of the WGS fragmentation mix (Enzymatics). The Adapter for Lasy‐Seq was ligated using a 5× ligation mix (Enzymatics), and the adapter‐ligated DNA was purified twice with a 0.8× volume of AMpure XP beads. After optimizing the PCR cycles for library amplification using qPCR with EvaGreen, 20× in water (Biotium, Fremont, CA, USA) and the QuantStudio5 Real‐Time PCR System (Applied Biosystems, Waltham, MA, USA), the library was amplified using KAPA HiFi HotStart ReadyMix (KAPA BIOSYSTEMS, Wilmington, MA, USA) on the ProFlex PCR System (Applied Biosystems). The amplified library was purified using an equal volume of AMPure XP beads. One microliter of the library was subjected to electrophoresis using a Bioanalyzer 2100 with the Agilent High Sensitivity DNA kit (Agilent Technologies, Santa Clara, CA, USA) to assess quality. Subsequently, 150‐bp paired‐end reads were sequenced using HiSeq X Ten (Illumina, San Diego, CA, USA).

### 4.7 Mapping and gene quantification

PRJNA725414 was downloaded from https://www.ncbi.nlm.nih.gov/ for the time‐course RNA‐Seq of mouse embryonic development. Read 1 reads were processed with fastp (version 0.21.0)^37^ using the following parameters: –trim_poly_x ‐w 20 –adapter_sequence = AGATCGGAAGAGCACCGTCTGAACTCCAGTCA –adapter_sequence_r2 = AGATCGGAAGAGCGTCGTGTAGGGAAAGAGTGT ‐l 31. The trimmed reads of mouse and zebrafish were subsequently mapped to Mus_musculus.GRCm38.cdna.all.fa and Danio_rerio.GRCz11.cdna.all.fa, respectively, and deposited at http://asia.ensembl.org/index.html, using BWA mem (version 0.7.17‐r1188)^38^ with default parameters. The read count for each gene was calculated with salmon using ‐l IU, which specifies the library type (version 0.12.0).^39^

### 4.8 Identifying orthologous genes with temporal expression dynamics similar to those of *Sox9*

Orthologous genes were defined based on the gene names in the Ensemble database. Pearson's correlation coefficients of temporal gene expression between orthologs and *Sox9* were calculated using R (version 4.0.1) and an R function “cor”^40^ based on a list of gene quantification of each mouse and zebrafish ortholog. Sixty‐eight orthologs had Pearson's correlation coefficients >0.7. GO enrichment analysis was conducted against the 86 mouse orthologs using clusterProfiler (version 4.2.2)^41^ and the org.Mm.eg.db (version 3.14).

### 4.9 Micro‐CT analysis

Mouse embryos were fixed with Bouin's fixative solution, a 15:5:1 mixture of water‐saturated picric acid and concentrated formalin and acetic acid. Samples were stored in 70% ethanol and soaked in 1% phosphotungstic acid/70% ethanol as the contrast agent. The samples were scanned using Scanxmate‐E090S (Comscantechno, Yokohama, Japan) and rotated 360° in increments of 0.3°, generating 1200 projection images of 992 × 992 pixels. The surfaces of the maxillary and palatine bones were reconstructed by manually tracing the micro‐CT data using ITK‐SNAP (National Library of Medicine and National Institutes of Health, Bethesda, MD, USA).

## CONFLICT OF INTEREST STATEMENT

S.L., R.N., Y.N., M.M., and J.T. are employed by Kao Corporation.

## Supporting information

**Movie S1.** Time‐lapse imaging of the prospective frontonasal prominence from 15 to 30 ss. The left side of the prospective frontonasal prominence was photoconverted. A lateral view of *sox10:Dendra2* was recorded.

**Movie S2.** Time‐lapse imaging of the prospective maxillary prominence from 15 to 30 ss. The left side of the prospective maxillary prominence was photoconverted. A lateral view of *sox10:Dendra*2 was recorded.

**Movie S3.** Time‐lapse imaging of the prospective maxillary prominence from 15 to 30 ss. Both side of the prospective maxillary prominence were photoconverted for clear imaging. A dorsal view of *sox10:Dendra2* was recorded.

**Table S1:** Identified orthologous genes with a Pearson's correlation coefficient >0.7 for gene expression levels between Sox9 in mice and sox9b in zebrafish.

**Table S2:** Significantly enriched gene ontology (GO) terms (FDR = 0.05) of the 86 genes showing high correlation with Sox9 in mice and sox9b in zebrafish.

## Data Availability

All RNA‐Seq data are deposited as GSE254071 in Gene Expression Omnibus (GEO).

How the deposited data were processed for this re-analysis (not part of the article)

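The zebrafish part of the time-course RNA-Seq was analysed. It measured RNA of whole embryos by Lasy-Seq at 20 ss, 24, 32, 48, and 72 hpf in 72 libraries. The deposited table holds 121 libraries in all, with 81 in library set 1 and 40 in set 2, and the other libraries of set 1 are of 6, 10, and 15 ss and 96 hpf. The mouse samples, the in situ hybridization, the morpholino and imaging experiments and the gene ontology analysis were not analysed here.

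The authors trimmed read 1 with fastp, aligned it with BWA-MEM to the Ensembl GRCz11 transcripts and counted it with salmon, and they deposited estimated counts per gene symbol without normalization. The table has 24801 gene symbols, of which 17471 matched the symbols of the reference gene table. All but 2 values in it equal a whole number exactly (tolerance 0), and those 2 were rounded. The column totals run from 1609176 to 21646478 over the 72 libraries, with a median of 5141218.5, of 5804567 in set 1 and of 4956971 in set 2. Counting error is all that these depths set, because reads without molecular identifiers are not independent molecules. A sample table deposited with the counts gives the year and, for set 1 only, a number used per library, whose meaning is not described. The labels of single embryos, that number and the pools of the paper differ, so the number of embryos behind a library is not settled. No coordinates were used, because the reference at hand is of another assembly than the counts.

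Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1, and DESeq2 1.42.0, and figures were drawn in Python 3.11.15 with matplotlib 3.10.9. Genes with at least 1 count in at least 8 libraries were kept, 20745 of them, and normalized by TMM. The quasi-likelihood model of edgeR held library set and stage, and contrasts between stages were taken from it with Benjamini-Hochberg adjustment over all genes tested. Single genes were judged at an adjusted p under 0.05, and the counts of genes changed between 20 ss and 48 hpf also required a log2 fold change of at least 1 in size. For the stages outside the paper, the model was fitted to the 81 libraries of set 1. Libraries with an S in their name were compared with the others at 6 ss and at 96 hpf, with 8 libraries against 8 and an adjusted p under 0.05 as the call. Differences between stages within a set were also tested with exact permutation tests of 8 libraries against 8, two-sided.

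Correlations with *sox9b* were Pearson's r of log2(CPM + 1) over libraries. For the selected genes Spearman's rho was added, with 100000 permutations. Medians of gene lists were set against 10000 random lists of the same size, matched on mean expression in 20 bins. The lists were Table S1, a cartilage list, a neural crest and palate list and a neuron list, written before the data were examined, and a muscle list chosen after the genes with the highest r had been seen. Genes of Table S1 were left out of the other lists. The share of *sox9b* among the counts of *sox9a* and *sox9b* was tested by permuting stages within library sets, one-sided for a large chi-square. For the thinning of *sox9b*, each of 100 thinned sets of counts was tested with 2000 permutations. Bootstrap SDs of r came from 1000 resamples of libraries and those of list medians from 200.

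The genes named in the text follow a rule set before the data were examined. They are *sox9a*, *sox9b*, and the selected genes, the zebrafish symbols of genes that the paper names, the 3 genes of Table S1 with the highest and the 3 with the lowest r, and the 5 genes with the highest r of all. Not every gene under this rule is reported here. Of the genes that the paper names, *zfhx3b* is not among the symbols of the table, *runx2a* has 0 counts in the 72 libraries, and *runx2b* has 20, under the filter.

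Alternatives set before the data were examined were DESeq2 in place of edgeR, no filter beyond 1 count in any library, the filterByExpr filter of edgeR, a model without the library set, each library set alone, the 2 libraries with a total under the median divided by 3 left out, and the replicate number as a block. For the stages outside the paper they were DESeq2, filterByExpr, and a fit without the S libraries. For correlations they were CPM without TMM, DESeq2 size factors, pseudocounts of 0.1 and 10, Spearman's rho, each set alone, scaling within set, the filterByExpr genes, and the same 2 libraries left out. An r over the 9 means of stage and library set, and an r after these means were subtracted, were chosen after seeing the data. An r over the 5 stage means was not run, because fewer than 6 values give no correlation here.

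The model was tested on simulated data, with counts drawn around the means and library sizes of these libraries at a dispersion fixed at 0.15. For 48 hpf against 20 ss, over 20734 genes of which 200 were changed, it called 50.5% of the changed genes and 82% of those changed by at least 2-fold, and 5 calls, 4.72% of all calls, were false. In the correlation step over 72 libraries and 20737 simulated genes, 100 of 100 genes made to follow the reference were over 0.7 and 0 others were. Its counts were drawn at a dispersion lower than 0.15, and the genes were given a larger rise to 48 hpf than that of *sox9b* here. No difference between library sets was simulated. This step was thus easier than in the real libraries, and its result does not show how many genes are missed in them. No column of the table was identical to another, and no sample column lacked a sample.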

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

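The fit without the S libraries was set before the data were examined, and was read as a test of the S libraries as the source of the difference at 6 ss only after its result had been seen; the other tests here were set before.

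In 7 of the 54 groups of 8 libraries tested, 1 library lay far from the others of its stage and library set, where chance gives about 1 in 20 groups. That rate does not hold for *sox9a* in set 2, where most libraries are at 0 and a single library with counts is far from the others at any count. For *sox9a* these were in set 2, replicate B1 at 20 ss (2.15 on the log2(CPM + 1) scale, 11 counts), replicate B2 at 24 hpf (3.34, 41 counts) and replicate B5 at 32 hpf (2.00, 18 counts). The other 7 libraries of 20 ss and of 24 hpf in set 2 had 0 counts of *sox9a*. Such libraries may come from sampling rather than from those embryos. *sox9a* was at 0 in 72.5% of the libraries of set 2, and 1041 genes of like total in set 2 had a median of 62.5% (central 95% from 27.5 to 80), so that *sox9a* was at percentile 83.1 of them. In set 1, 952 genes of like total per library were at 0 in a median of 31.25% of the libraries, and counting error alone would leave 7.35% at 0 for *sox9a* in set 2. A burst of *sox9a* in those embryos stays open and was not tested.

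For *zfhx4*, replicate 7 of 24 hpf in set 1 was low (4.91, with the others from 5.17 to 5.32), and so was replicate B8 of 24 hpf in set 2 (4.21, with the others from 5.19 to 5.82). No explanation was tested for either, and neither has one of the lowest totals. For *jun*, replicate B3 of 24 hpf in set 2 was low (3.91, with the others from 5.04 to 6.05), on 29 counts and a total of 1688210. For *six1b*, replicate 3 of 48 hpf in set 1 was low (5.38, with the others from 5.75 to 6.01), on 51 counts and a total of 1609176. These are the 2 libraries with the lowest totals of the 72, and low depth may add to their distance. Without both, the r with *sox9b* was 0.769 for *jun* and 0.734 for *six1b*, so neither relation rests on them.

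The rise of *sox9b* from 20 ss to 48 hpf differed between the library sets by 0.64 on the log2 scale (standard error 0.18, adjusted p = 0.0271, edgeR interaction test), 1.41 in set 1 and 0.76 in set 2. For *zfhx4*, *zfhx3*, *jun*, *six1b*, and *sox9a* the same test gave adjusted p from 0.477 to 1.00. Set 1 and set 2 differ in their recorded year and possibly in the number of embryos per library, and these cannot be told apart from a biological difference between the sets of embryos. Without the set as a term in the model, the log2 fold change over all libraries was 1.13.

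In stages that the paper does not report, *sox9b* was higher at 6 ss than at 20 ss in set 1, with a log2 fold change of 0.97 (standard error 0.10, adjusted p = 1.92e-14), and the lowest of the 16 libraries at 6 ss was above the highest of the 8 at 20 ss. TMM normalization as the cause is argued against, since CPM from the library totals gave a difference of 0.946 on the log2 scale (exact permutation test, p = 1.36e-06). The S libraries as the only source are argued against as well, since the other 8 libraries of 6 ss alone gave a log2 fold change of 0.74. The S libraries did lie higher at 6 ss, at 96.8 ± 7.76 CPM against 71.8 ± 9.15 (SD, n = 8 each, exact permutation test, p = 0.0001554). Means at the stages between were 77.8 ± 12.3 CPM at 10 ss (n = 8) and 54.9 ± 11.4 at 15 ss (n = 9). All 8 libraries of 10 ss and 5 of the 9 of 15 ss are S libraries, and those of 20 ss are not, so these means mix stage with the kind of library. The number used per library differs with stage, from 10 at 20 ss to 25 or 50 at 6 ss, and a difference in RNA composition between stages was not excluded. A higher level at 6 ss in the embryos themselves stays open as a hypothesis.

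Libraries with an S in their name, whose meaning the labels do not give, differed from the other libraries of the same stage in 515 genes at 6 ss (221 higher and 294 lower) and in 397 genes at 96 hpf (176 higher and 221 lower), at an adjusted p under 0.05 and with 8 libraries against 8. Of 100 splits of the 16 libraries, only the real one, 1 of 100, called as many genes at either stage. The other splits called at most 98 genes at 6 ss and 197 at 96 hpf. The S libraries also differ in the number used, 25 against 50 at 6 ss and 1 against 5 at 96 hpf, so that the number of embryos, a preparation batch and a difference in biology cannot be told apart.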

How the results depend on the processing

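The r over the means of stage and library set, and the r after those means were subtracted, were chosen after seeing the data; the other alternatives were set before the data were examined. Over 28 results and 224 alternatives, 180 were taken as unchanged, 5 fell short of the threshold, 1 passed it, 32 moved and 6 reversed. Unchanged stands for the same direction and side of the threshold, or a move of less than the error. For counts of genes it stands for a count within a fixed ratio of the main one. Thus 4314 changed genes in set 2 alone, against 6307, were taken as unchanged.

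For single genes the threshold is an adjusted p under 0.05, and the size of at least 1 on the log2 scale applies only to counts of changed genes. The difference of *sox9b* across stages stayed past the threshold under all 8 alternatives (adjusted p from 1.09e-30 to 0.00178), and that of *sox9a* stayed short of it under all 8 (0.232 to 0.976). The rise of *sox9b* from 20 ss to 48 hpf ranged from 0.71 to 1.41 on the log2 scale, and its change from 48 to 72 hpf from -0.74 to -0.57, past the threshold each time. The rises of *zfhx4* (2.13 to 2.26), *zfhx3* (2.89 to 3.22), *jun* (1.39 to 1.51) and *six1b* (0.89 to 1.32) stayed past it as well. Between 4314 and 7108 genes changed from 20 ss to 48 hpf. Between 541 and 621 genes at 6 ss, and between 457 and 536 at 96 hpf, differed in the S libraries under DESeq2 and filterByExpr.

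Some steps depended on the library set. In set 2 alone, the step of *sox9b* from 20 ss to 24 hpf was 0.18 (adjusted p = 0.544, over its alternatives from 9.71e-10 to 0.544) and that from 32 to 48 hpf 0.30 (adjusted p = 0.305, from 1.12e-05 to 0.305), both short of the threshold. Set 2 alone has fewer libraries than both sets together. Set 1 alone, with as many libraries at these stages, gave 0.70 for the step from 20 ss to 24 hpf (adjusted p = 9.71e-10, edgeR). The number of libraries alone thus does not account for that step, and the cause was not tested. Without the set in the model the step from 24 to 32 hpf was -0.091, where the 32 hpf libraries of set 2 are compared with 24 hpf libraries of both sets. The change of *sox9a* from 20 ss to 48 hpf, which is not past the threshold, was 0.51 in set 2 alone and 0.16 with the replicate block. The change of *sox9b* from 72 to 96 hpf, -0.04 and not past the threshold, was 0.11 under DESeq2, 0.051 under filterByExpr and 0.080 without the S libraries. The cause of these reversals was not tested. The share of *sox9b* among the counts of both genes differed across stages in set 1 alone (permutation p = 0.0059, and 0.662 in set 2 alone). The thinned *sox9b* counts differed across stages in 22 of 100 thinnings in set 2 alone and in 60 in set 1 alone.

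The replicate numbers do not pair the libraries. After stage means were subtracted, libraries of 20 ss and 48 hpf with the same number had a mean correlation of -0.006 in both sets, and 0 of 8 pairs in either set were over 0.1. With the replicate number and set as a block, 5838 genes changed from 20 ss to 48 hpf and *sox9b* rose by 1.07.

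The number of Table S1 genes with an r over 0.7, 9 of 85, was 0 without TMM, 15 with a pseudocount of 10, 14 with Spearman's rho, 77 in set 1 alone and 0 in set 2 alone. Over the 9 means it was 42, and with the means subtracted 0. Their median r of 0.58 was 0.477 without TMM, 0.814 in set 1, 0.444 in set 2, 0.63 with each gene scaled within set, 0.695 over the 9 means and 0.131 with the means subtracted. The number among all genes, 73, was 0 without TMM, 115 with a pseudocount of 10, 124 with Spearman's rho, 1365 in set 1, 3 in set 2, 48 when scaled within set, 1428 over the 9 means and 0 with the means subtracted. For the neuron list the median r of 0.46 was 0.359 without TMM, 0.671 in set 1, 0.299 in set 2, 0.558 over the 9 means and 0.062 with the means subtracted. For the cartilage list the median of 0.50 was 0.382, 0.681, 0.296, 0.633 and 0.029 in the same order. The cause was not tested for the shift without TMM. Subtracting the means removes the differences between stages by construction, and 9 means hold less noise than 72 libraries.

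The r of *zfhx4*, *zfhx3*, *jun*, and *six1b* with *sox9b* stayed positive under all alternatives and past the threshold under those set before the data were examined. With the means subtracted it was 0.017 for *zfhx4* (adjusted permutation p = 0.886, over its alternatives from 1e-05 to 0.886), 0.257 for *zfhx3* (p = 0.059, from 1e-05) and 0.233 for *six1b* (p = 0.0664, from 1e-05), short of the threshold, while *jun* at 0.31 (p = 0.03396, from 1e-05) was past it. The value 1e-05 is the smallest that the permutations can give.

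Depth limits what can be said of *sox9a*, with 287 counts in 72 libraries. The contrasts of 32 hpf could not be run in set 1, which holds no such library, and an r over the 5 stage means was not run.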

Differences from the paper's values

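The paper gives pools of 30 individuals per library, as the paper's value. The number used per library in the deposited sample table is 10 at 20 ss and 50 at 24, 48, and 72 hpf, for set 1 only. No alternative applies to this number. The meaning of the column is not described, and the sample labels name a single embryo.

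The paper's r of Table S1 relates to *Sox9* in mice and *sox9b* in zebrafish, and its text does not name how values of the species entered it, while the r here covers zebrafish libraries only. For *zfhx4* the paper's value is 0.730 and the r here 0.555. None of the 10 alternatives that were run and set before the data were examined comes within the bootstrap SD of 0.067, and they range from 0.368 in set 2 to 0.814 in set 1. For *zfhx3* the paper's value is 0.792 and the r here 0.708. None of the same 10 alternatives comes within the SD of 0.040. The nearest of the settings run is the r over the 9 means of stage and library set, 0.784, which is within it and was chosen after seeing the values. For *jun* the paper's value is 0.704 and the r here 0.766. With each gene scaled within library set it was 0.707, within the SD of 0.035, and the other 9 alternatives set before the data were examined were outside it.

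The paper gives all genes of Table S1 an r over 0.7, and its methods section gives a lower number of genes over that value than its results and Table S1. In the zebrafish libraries alone 9 of the 85 genes other than *sox9b* were over it. In set 1 alone 77 were.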

Other observations

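The tests of reads shared between the *sox9* genes, of the muscle list and of the depth of single libraries were chosen after their result, or the values or genes that led to them, had been seen; the other tests here were set before. For 3 of the tests the reading of the result was changed afterwards, as stated.

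*sox9a* showed no trajectory over the 5 stages. Reads of *sox9b* counted on *sox9a* stay open as a source of its signal. The r of *sox9a* with *sox9b* was -0.035 in set 1, -0.018 in set 2 and 0.08 over the 72 libraries. With so few counts of *sox9a*, shared reads could give an r near 0 as well, although the criterion written for this test would count such an r against them. Too few counts may hide a trajectory. Of 100 thinnings of *sox9b* to the total of *sox9a*, 67 still differed across stages, with 60 in set 1 alone and 22 in set 2 alone. The criterion set beforehand, most of the thinnings, would count the 67 against too few counts as the cause. It was read afterwards as open, because thinning adds counting error only and the *sox9a* counts scatter more than that.

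The genes of Table S1 follow *sox9b* in whole embryos, and so do lists for other tissues. The neuron list (37 of its 39 genes tested) had a median r of 0.46, above all random lists. The cartilage list (24 of 28) had 0.50, at percentile 100 of the random lists, and the neural crest and palate list (21 of 22) had 0.29, at percentile 99.44. By the criterion set beforehand, a neuron list under the cartilage list would count against neurons as the source. The 2 medians differ by less than their bootstrap SDs of 0.049 and 0.053, so this was read afterwards as open, and neurons and cartilage cannot be told apart as the source. Genes of Table S1 were left out of both lists. Many of them are widely used markers of neurons, so the median of the neuron list does not cover those markers. The muscle list (25 genes), chosen because *ryr3* and *tmod4* are among the 5 genes with the highest r over the 72 libraries, had a median of 0.67, above all random lists and above Table S1. Within sets its median was 0.831 in set 1 and 0.460 in set 2, against 0.814 and 0.444 for Table S1, differences of less than the bootstrap SD of 0.039 of the Table S1 median over the 72 libraries. A candidate explanation is that *sox9b* in whole embryos follows the growth of many tissues at once, muscle included. The r values do not separate craniofacial cells from the other cells of the embryo.

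The r with *sox9b* was lower in library set 2 than in set 1. Over the 64 libraries of shared stages, with all 72 libraries normalized together, the median r of Table S1 was 0.814 in set 1 and 0.490 in set 2. This is a difference of 0.325, and permuting the set names within stages gave a difference as large with p = 2e-04, which argues against chance. Lower depth in set 2 is argued against as the whole cause, since set 1 thinned to the median total of set 2 at each stage kept a median r of 0.791. It kept 0.809 with each library thinned to the library of set 2 with the same rank of total at its stage. Libraries of set 1 with the smaller total, as most at 20 ss, were left as they were. The 32 hpf libraries are argued against as well, since set 2 without them, normalized on its own, gave 0.455. A larger spread between libraries of one stage may be a part of the cause. The SD of *sox9b* within stages was 2.00 times as large in set 2 as in set 1, and that of the Table S1 genes 1.87 times. The smaller rise of *sox9b* from 20 ss to 48 hpf in set 2, 0.76 against 1.41 on the log2 scale, could lower r too, and its part was not tested. The sampling of few molecules as the whole cause of this spread is argued against, since the ratio was 2.21 for the 150 genes with a mean log2 CPM over 10 and 1.92 for those from 4 to 6. Fewer embryos per library, another preparation and the year stay open and cannot be told apart.

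From 20 ss to 48 hpf 6307 genes changed. Of 50 splits of these libraries within library sets, 1 of 50, the real one, called as many genes, and the others called 621 at most and 0 at the median.

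In set 1, *sox9b* was at 67.9 ± 7.57 CPM at 96 hpf (SD, n = 16) and at 70.0 ± 5.76 at 72 hpf (n = 8), a log2 fold change of -0.04 (standard error 0.093, adjusted p = 0.849).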
